A study of Mus musculus with 9 samples. Its data were reported in "Integrin-Driven Axon Regeneration in the Spinal Cord Activates a Distinctive CNS Regeneration Program" (2023).

How the data were processed

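RNA sequencing of sensory neurons from the dorsal root ganglia (DRGs) of C57BL/6 mice was analysed. The neurons were purified by fluorescence-activated cell sorting (FACS) from naive mice, or 1 d or 5 d after crush of the sciatic nerve, and each of the 3 groups held 3 libraries, 9 in all. The groups and replicate numbers were taken from the sample labels. The labels do not say whether the 3 libraries of a group came from separate mice, so p-values measure the spread between these libraries, which may be technical. Per the labels, libraries were made from small numbers of sorted cells with the SMART-Seq v4 kit, which amplifies full-length cDNA and does not mark strand.

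The expression table deposited by the authors holds log2 values for 16404 genes in 9 columns, matched to the libraries by sample title. The submitters' processing notes name STAR, Picard, Salmon and the mm10 mouse genome, with no version. The study's methods describe, for its RNA-seq data, alignment, quantification per gene, removal of genes with few reads, a log2 transformation with a small pseudocount and normalisation for gene length and sequencing depth with the cqn package. Whether technical covariates were also removed from the deposited values is not given in the sources used here. The values ranged from -19.1 to 16.5, so that genes with few or no reads sit far below 0. A fold change between such low values depends on the pseudocount and the normalisation more than on reads.

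The rows of the table used here carry no gene identifier. Gene names, coordinates, lengths and GC content were therefore not used, and no row was tied to a gene by its position. The 55 gene lists that had been fixed before the data were examined, with 1295 gene symbols among them, could not be tested, nor could individual genes be named. Markers of other cell types were among these lists. What the sort may have carried over besides neurons was therefore not checked, and changes are those of the sorted material. Genes are described by their levels and changes, and a few by their row number in the table, counted from 1 below its header. The rule for singling out genes was fixed before the data were examined. For 5 d against naive it took, among genes past the threshold whose 3 crush libraries all lay on one side of the 3 naive libraries and whose mean was at or above that of the median gene, the 10 with the largest rise and the 10 with the largest fall. For 5 d against 1 d it took 5 in each direction. Its parts that need gene names were not applied.

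A second deposited table lists, for each library, the days after crush, the RNA integrity number (a score of RNA intactness, higher when more intact) and alignment metrics. The authors gave shares of aligned reads and bases as a fraction of the total, and coverage evenness along transcripts as a ratio. The fields for shares of bases and for coverage are listed as Picard's, and those for aligned reads are not. The shares are given as percent in the text. Reads per library, also listed there by the authors, ran from 26572424 to 51827120. Counts per gene were not analysed here, so no counting interval is given for single genes, and the precision of each value rests on the spread between libraries.

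Group differences were tested with limma (version 3.58.1) in R (version 4.3.3) on the deposited log2 values, with no pseudocount added and no further filter. A mean was fitted for each group over all 9 libraries, leaving 6 residual degrees of freedom, and the contrasts 1 d - naive, 5 d - naive and 5 d - 1 d were tested with moderated statistics and a mean-variance trend. The prior degrees of freedom were 3.12. P-values were two-sided and adjusted by the Benjamini-Hochberg method over 16404 genes within each contrast, and genes were called at an adjusted p under 0.1, the threshold of the study. A moderated F test over the 3 groups was added after the data had been seen. Values of single libraries were compared with exact two-sided permutation tests on the difference of means, for which 3 against 3 libraries give no p under 0.1. Correlations between fold changes are across genes, which are not independent replicates, and carry no p-value. Because both crush groups were compared with the same naive libraries, 100 sets of unchanged libraries were simulated with each gene's own mean and residual SD. The 1 d change was also measured against 1 naive library at a time, in genes called at 5 d against the other 2.

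The procedure was tested on simulated data. In 10 simulated sets of 16404 genes with 200 changed genes at 1 d, 10.4% of changes of 0.5 log2 were recovered, 38% of changes of 1, 68% of changes of 2 and 85.6% of changes of 4, and 8.84% of calls were false. For 5 d against naive, with the 4006 fitted changes put into simulated libraries of 16404 genes, 81% were recovered and 7.79% of calls were false. These changes came from genes already called in the same data, so the recovered share does not measure how many true changes were found.

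Alternatives comprised quantile normalisation, median centring of each library, leaving out the lowest 25% of genes by mean, stricter thresholds, fits without a trend, with robust moderation or with array weights, the first or the first 3 principal components of 19 alignment and sequencing metrics as covariates, the replicate number as a block, fits on only the 6 libraries compared, and leaving out each library in turn. The fit with 3 metrics components comes closest to the model the study states for its rat experiment, which has these and batch as covariates. It was kept as an alternative because that model is not stated for these libraries and leaves 3 residual degrees of freedom here. The RNA integrity number as a covariate, a filter at the median gene, the scaling of calls of at least 4-fold and comparisons against different naive libraries were chosen after seeing the data.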

Results

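To follow the transcriptional response of sensory neurons to a peripheral nerve injury, mRNA of FACS-purified DRG neurons was measured in naive mice and 1 d or 5 d after sciatic nerve crush, an injury after which peripheral axons regrow. In the study, these changes served as a reference for peripheral nerve regeneration, against which changes driven by α9 integrin and kindlin-1 in rat neurons were set by rank. A published list of regeneration-associated genes was another such reference. The rat data were not analysed here. Each group held 3 libraries, and 16404 genes were measured. The naive libraries had 31594052 ± 2064614 reads (SD, n = 3), the 1 d libraries 40082153 ± 6495688 and the 5 d libraries 38853313 ± 12641599. The table used here does not name its genes, so the account is of how many genes changed, at which levels and by how much.

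The 5 d libraries stood apart from all others. On the first principal component of expression, which held 43.8% of the variance, the naive libraries scored -64.0 ± 19.0 (SD, n = 3), the 1 d libraries -25.9 ± 2.61 and the 5 d libraries 89.9 ± 5.99. Each of the 3 group pairs was fully separated on this component, with the smallest p that 3 against 3 libraries allow (exact permutation test, two-sided, p = 0.1, 0.3 after Benjamini-Hochberg adjustment over the library measures tested). The component was drawn from these same libraries, so the separation of the 5 d libraries on it is not separate evidence. The second component, with 14.7% of the variance, spread libraries within the crush groups. The RNA integrity number was 3.8 in each naive library, 4.3 ± 0.608 (SD, n = 3) at 1 d and 5.3 ± 2.0 at 5 d. Coding bases made up 42.0% ± 3.44 (SD, n = 3) of aligned bases in naive, 40.8% ± 3.43 in 1 d and 41.9% ± 5.21 in 5 d libraries.

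**Figure D1:**
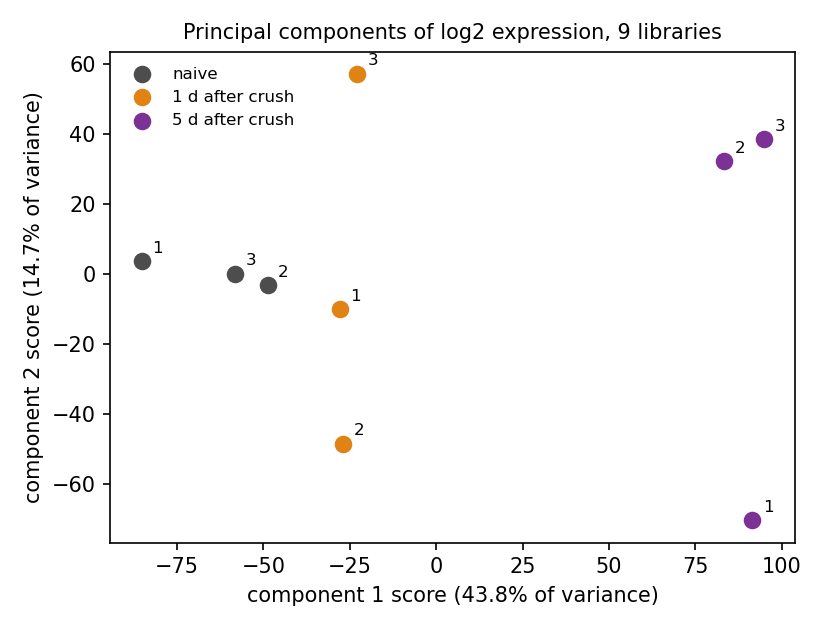
Scores of the 9 libraries on the first 2 principal components of log2 expression, one point per library, numbered by replicate and coloured by group. The 5 d libraries lie between 83.3 and 94.9 on component 1, and the naive and 1 d libraries all lie below 0.

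The first comparison asked which genes had changed 1 d after crush. No gene was called higher and none lower (limma, adjusted p under 0.1 required), and the smallest adjusted p was 1. At an unadjusted p under 0.05 there were 316 genes, fewer than the 820 expected by chance alone. This number was 506 with the first metrics component as a covariate, 450 with the replicate number as a block and 214 with 3 metrics components, and no gene was called in any of these fits. The median absolute change was 0.16 log2, and 90% of genes lay between -0.57 and 0.88. In 967 genes, 5.89% of those measured, the 1 d libraries did not overlap the naive ones, against 10% by chance. The 95% confidence interval of the 1 d change excluded a 2-fold change in either direction for 9621 genes, and for 7411 of the 8202 genes at or above the median level. For the other genes a 2-fold change was not excluded with 3 libraries a group. The 100 most abundant genes were largely shared, with 95 in common between naive and 1 d neurons.

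By 5 d the libraries of sorted neurons differed widely from naive ones. Of 16404 genes, 2400 were higher and 1606 lower (limma, adjusted p under 0.1), together 24.4%. Rises were larger than falls. The median rise was 1.48 log2 (interquartile range 0.77 to 2.65) and the median fall was -0.77 (-1.48 to -0.50). At least 4-fold rises were called in 897 genes and at least 16-fold rises in 216, whereas falls of these sizes were called in 285 and 48 genes. Groups did not overlap in 36.6% of genes, against 10% by chance.

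The changes reached genes of all expression levels. In the decile of genes with the highest mean, 223 rose and 262 fell, and the median absolute change was 0.18 log2. In the lowest decile, 75 rose and 237 fell, at levels where folds depend on the pseudocount. In each of the deciles between these, rises outnumbered falls. Among genes at or above the median level, 1326 rose and 854 fell. Levels here are means over all 9 libraries, so a rise at 5 d moved a gene up in level and a fall moved it down. Of the 100 most abundant genes in naive neurons, 70 were still among the 100 most abundant at 5 d. All 30 genes that had entered this list were called higher, and 15 of the 30 that had left it were called lower. Entry and exit were set by the same group means as the calls, and a gene could leave by being displaced. These counts are therefore not separate evidence for rises over falls. In 16 called genes the mean rose from below 0 in naive neurons to at or above the median gene's level at 5 d, and no gene made the opposite change.

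The 10 largest rises, by the rule fixed for singling out genes, ran from 6.51 to 9.98 log2 with adjusted p of 0.00327 or less. The largest was row 4562, with log2 levels of 4.88 ± 1.39 in naive, 8.69 ± 0.937 at 1 d and 14.9 ± 0.941 at 5 d (SD, n = 3). Its change was 9.98 ± 0.737 log2 (SE, limma adjusted p = 0.000247). Row 1860 started from a higher level, 7.74 ± 0.598 in naive neurons, and reached 14.9 ± 0.631 at 5 d, while its 1 d level was 8.41 ± 1.46. The 10 largest falls by the same rule were smaller, from -1.30 to -1.77. The 285 called falls of at least 4-fold did not meet the rule, which asks for a mean at or above the median gene's. That mean covers all 9 libraries, so a gene low in naive neurons could pass by its 5 d level. Row 7935 did so, with 1.32 in naive and 9.99 at 5 d. The sizes of these rises and falls are therefore shaped by the rule. Row 7315 had levels of 6.15 ± 0.327 in naive, 5.98 ± 0.280 at 1 d and 4.39 ± 0.435 at 5 d (SD, n = 3), a change of -1.77 ± 0.256 log2 (SE, limma adjusted p = 0.00373). Row 20 had levels of 6.00 ± 0.0336, 5.70 ± 0.220 and 4.52 ± 0.155.

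The share of rises among called genes depended on the scaling. It was 59.9% as deposited, 31% after quantile normalisation (1741 higher, 3871 lower) and 25.6% after median centring (1680 higher, 4874 lower), since the latter 2 moved the median change of all genes from 0.01 to -0.20 and -0.28 log2. Among calls of at least 4-fold, rises were 75.9% as deposited, 79.2% after quantile normalisation and 62.8% after median centring. With 3 metrics components as covariates, the fit closest to the model the study states for its rat data, the counts were 295 and 30, with the RNA integrity number 1522 and 920, without naive replicate 1 they were 1562 and 804, and the falls numbered 988 without naive replicate 3 and 1039 without 5 d replicate 3.

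**Figure D2:**
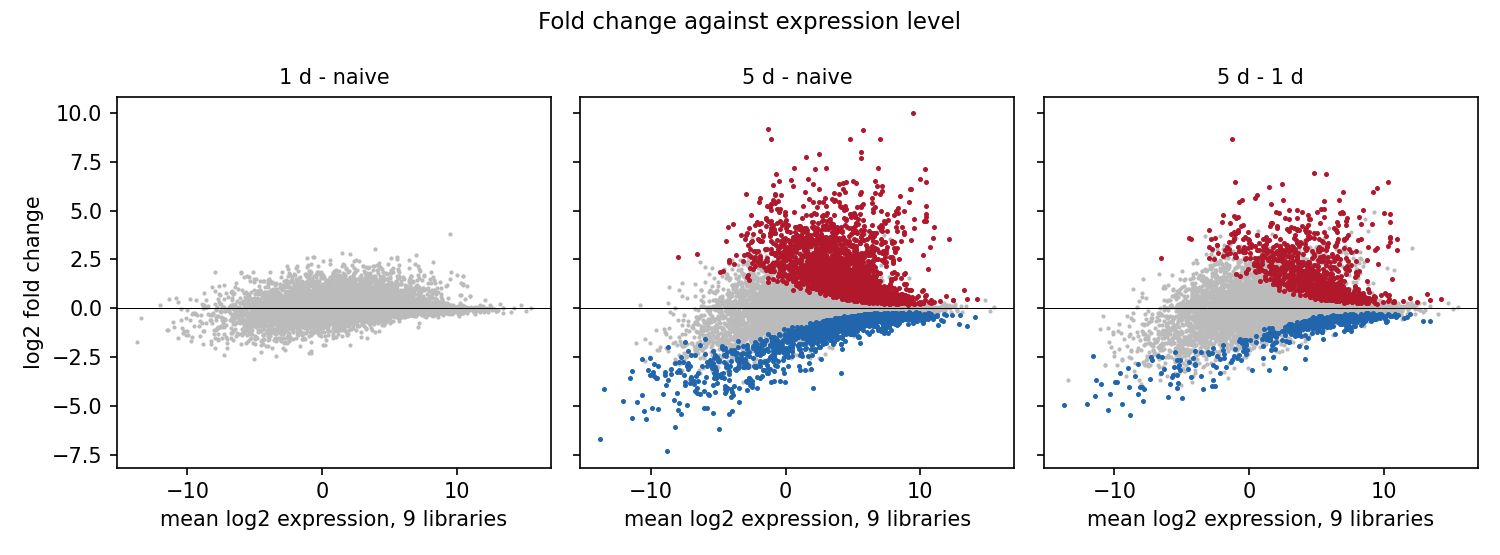
Log2 fold change of each gene against its mean log2 expression over the 9 libraries, for the 3 contrasts, one point per gene, with called rises in red, called falls in blue and other genes in grey. No gene is coloured in the 1 d panel, 4006 are in the 5 d - naive panel and 1435 in the 5 d - 1 d panel; the counts of rises and falls use the deposited scaling.

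To test whether the response had grown between the time points, 5 d was compared with 1 d directly. In this contrast 947 genes were higher and 488 lower at 5 d (limma, adjusted p under 0.1), with a median rise of 1.54 log2 and a median fall of -0.78. Of these, 936 rises and 482 falls were also called in 5 d - naive, and no gene was called in opposite directions. Independent lists of these sizes would share 138.6 and 47.8 genes, a value that leaves out the 5 d libraries common to both contrasts, and 20 simulated sets of unchanged libraries shared 0 calls, a value that leaves out the effects, so neither is the overlap to be had from the shared libraries alone. The 5 largest rises singled out by the rule ran from 5.96 to 6.92 log2 and the 5 largest falls from -1.22 to -1.59. The 89 called falls of at least 4-fold in this contrast did not meet the rule. Rises made up 66% of calls as deposited, 29.3% after quantile normalisation (825 higher, 1994 lower) and 24.1% after median centring (817 higher, 2573 lower). Single libraries weighed on these counts, which were 381 and 142 without 5 d replicate 3, 460 and 217 without 1 d replicate 1, 499 and 161 without 1 d replicate 2, and 554 and 182 without 1 d replicate 3, while falls numbered 309 without naive replicate 3 and 266 without 5 d replicate 1; with 3 metrics components they were 283 and 47, with the RNA integrity number 619 and 292, and the falls on only the 6 libraries compared were 278.

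The last comparison asked whether 1 d changes, none of them called singly, ran in the direction of the 5 d changes. Across genes, the 1 d - naive and 5 d - naive changes correlated at r = 0.70. Simulated unchanged groups against shared naive libraries gave a mean r of 0.50. The simulations used only each gene's own mean and residual SD. They do not carry deviations that many genes of a library share, so r and covariance may vary more between real unchanged libraries. The covariance was 0.376, against 0.162 in the simulations, a difference of 0.214. When the changes were measured against different naive libraries, the mean r was 0.26, from 0.16 to 0.32, and the mean covariance 0.224. No overlap of calls could be counted, as no gene was called at 1 d.

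Genes called at 5 d against 2 naive libraries were then measured at 1 d against the third. Genes higher at 5 d were on average 0.42 log2 higher at 1 d, with 0.66, 0.18 and 0.41 against naive replicates 1, 2 and 3. Their 5 d change against the same naive libraries was 1.92 log2. Genes lower at 5 d changed by -0.14 log2 at 1 d and by -1.15 at 5 d. The 5 d libraries had also served to choose the genes, so the 5 d sizes may be inflated by that choice. The 1 d and 5 d sizes are therefore not on equal terms. The 3 values share their crush libraries, so they are not independent, and the 1 d change against naive replicate 2 was the smallest for both sets.

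**Figure D3:**
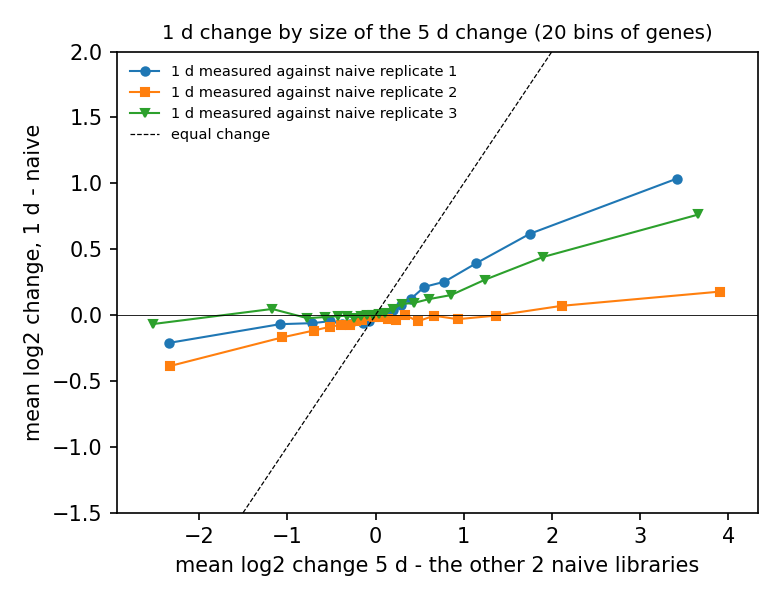
Mean log2 change at 1 d (vertical) in 20 bins of genes ordered by their 5 d change (horizontal), the 1 d change being measured against the naive library named and the 5 d change against the other 2; the dashed line marks equal change. In the bin of largest rises the 1 d change is 1.04, 0.18 and 0.76 log2 against naive replicates 1, 2 and 3.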

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

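The tests of label exchange and of the alignment metrics were chosen after the results they bear on had been seen, as were the RNA integrity covariate, the F test and the test of changes of at least 4-fold. Genes whose change from naive differed between the 2 time points drew attention, since the 5 d - 1 d contrast tests that difference itself, and 947 were higher and 488 lower at 5 d. The RNA integrity number, a measure outside the expression table that the report gives per group and uses only as a covariate, was above the 3.8 of every naive library in 5 of the 6 crush libraries. It was 4, 5 and 3.9 in 1 d replicates 1, 2 and 3, and 5.8 and 7 in 5 d replicates 2 and 3, while 5 d replicate 1 had 3.1. Single values were not tested as outliers within groups of 3.

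The absence of calls at 1 d, with 316 genes at an unadjusted p under 0.05 where chance gives 820, was weighed first. Alignment and sequencing metrics as a source of excess spread were argued against, since with their first component as a covariate the median ratio of the residual SD was 1.05 and 0 genes were called, but that covariate also raised the genes at an unadjusted p under 0.05 from 316 to 506 and moved the smallest adjusted p from 1 to 0.122, so that a partial masking of differences by these metrics stays open. Changes too small to be called stay open. Genes called at 5 d moved by a mean of 0.32 log2 in the same direction at 1 d, above 0 against each naive library. This mean was under the 1.4 log2 at which simulation recovered 50% of changed genes. That simulation held 200 changed genes, and the real libraries gave 316 genes where chance gives 820, so its sizes may not carry over. Small changes would not by themselves bring the number at an unadjusted p under 0.05 below chance. Other splits of these 6 libraries gave from 262 to 1402 such genes, and 8 of them gave more than the real split. Only 3 splits were at or above the chance number. The shortfall alone therefore does not decide whether small changes are the whole account. Row 4562, with a 1 d change of 3.82 ± 0.737 log2 (SE), was not called either (limma adjusted p = 1). An adjusted p depends on the p-values of all genes, so this does not show that row 4562 was unchanged. An exchange of labels between a naive and a 1 d library cannot be told apart from spread, because on the axis from naive to 5 d the nearest 1 d library lay 0.0664 beyond naive replicate 2, less than the SD of 0.139 between naive libraries, and -0.0226 when the 1 d libraries were placed with all 3 naive libraries, although the groups as labelled did not overlap on the first principal component (naive up to -48.7, 1 d from -27.8) or in library medians (naive up to 4.21, 1 d from 4.22). The real split gave 0 calls and the highest other split 0, with all 10 splits as large, and 10 splits are too few for a share under 0.05; at an unadjusted p under 0.05 the highest other split gave 1402 genes, and naive replicate 2 and 1 d replicate 1 stood on the same side in all 3 splits above the chance number but also in 1 split with 662 genes, so these 6 libraries may hold a structure that crosses the groups, of unknown source.

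The difference between naive and 5 d libraries was weighed against technical sources. The first metrics component left 91.1% of the number of calls, and the 5 d change correlated across genes with the within-group slope on that component at r = 0.07, which argues against these metrics as the whole cause. With the RNA integrity number as a covariate the slope of the adjusted on the unadjusted changes was 1, so the changes did not shrink. Calls went from 4006 to 2442 as the median SE of the called genes rose from 0.276 to 0.324. Every naive library had an RNA integrity number of 3.8, so the effect of this covariate was estimated from the crush libraries alone. With 3 metrics components the slope was 0.975, the median SE 0.384 and 3 residual degrees of freedom remained, and 8.11% of the number of calls was left. The real split gave 4006 calls and the highest of the 9 other splits 0 (1 of 10 as large), which is too few splits for a share under 0.05, and the time after crush, with whatever else differed between the groups, stays open.

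For 5 d against 1 d, 1 of 10 splits was as large, the real one with 1435 calls, and the highest other gave 2; 10 splits are too few for a share under 0.05. In the F test over all 3 groups, 2284 genes differed, and 4 of 100 splits drawn from 280 gave as many, a share under 0.05. The test was added after the 5 d libraries had been seen to stand apart. Chance is therefore not called excluded for the grouping into 3. The highest other split gave 3365 genes. All 4 of these splits kept the 5 d libraries together, and with these kept together 7 of the 10 splits of the naive and 1 d libraries gave 2284 or more, so the F test speaks for the 5 d libraries and not for a difference between naive and 1 d.

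The excess of rises over falls at 5 d was weighed last. In the deposited scaling, rises were 60.8% of calls at or above the median level and 58.8% below it. More rises than falls at or above that level had been set in advance as the bound against noise of low-expressed genes. Levels were means over all 9 libraries, however, so a rise moved a gene towards the upper set and a fall out of it. That noise is therefore not called excluded. For changes of at least 4-fold, a constant offset of the size of the difference in library medians was argued against, since rises were still 62.8% of such calls after median centring. Over calls of all sizes an offset stays open. The median change by deciles of expression ran from -0.594 to 0.169 and was 0.1 or less in 8 of 10 deciles, which had been set in advance as the bound against an offset, but that bound assumed that genes had no net change of their own, and deposited log2 values with no external standard cannot separate a net change from an offset. Library medians were 4.16 ± 0.0416 (SD, n = 3) in naive and 4.45 ± 0.0108 in 5 d libraries while the median gene changed by 0.01.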

How the results depend on the processing

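The F test, the RNA integrity covariate, the filter at the median gene and the use of different naive libraries were chosen after seeing the data. The 1 d counts were 0 in both directions under all 14 alternatives and all 9 fits without a library. Values are given as higher and lower, for 5 d - naive (as reported 2400 and 1606) and then 5 d - 1 d (947 and 488), and the cause was not tested unless stated. At an adjusted p under 0.05 the counts were 1567 and 863, then 456 and 181. With a 2-fold minimum they were 1564 and 608, and the falls of 5 d - 1 d 176. Quantile normalisation gave 3871 and 1994 falls and median centring 4874 and 2573, as the median change moved to -0.20 and -0.28 log2 in 5 d - naive. With 3 metrics components the counts were 295 and 30, then 283 and 47, with 3 residual degrees of freedom. With RNA integrity they were 1522 and 920, then 619 and 292. Without genes below the median level 1399 and 919 were called in 5 d - naive, from fewer genes tested. On only the 6 libraries compared, 5 d - 1 d had 278 falls, from fewer samples. Leaving out 1 library gave 1562 to 2382 rises and 804 to 1534 falls, then 381 to 1005 and 142 to 455. The F test gave 2284 genes as reported, 3632 after quantile normalisation, 4407 after median centring, 1318 at 0.05, 342 with 3 metrics components and 1056 to 2032 without 1 library. The correlation of 1 d and 5 d changes was 0.70, 0.626 by Spearman, 0.263 against different naive libraries and 0.582 to 0.726 without 1 library. With different naive libraries, fewer of them stand behind a change, which adds noise, so 0.263 is not by itself a loss of agreement.

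With the replicate number as a block, 5 d - naive had 2315 and 1434 calls and 5 d - 1 d 900 and 381, within 1.5 times the counts without it, and 1 d - naive had 0. The numbers were not taken to pair the libraries, since only 5 of the 9 same-numbered pairs deviated together at r above 0.1 (from -0.26 to 0.30) and 3 of the 9 libraries correlated best with their own number, although all 3 pairs of replicate 3 were above it (0.20, 0.20 and 0.30) and the block moved the smallest adjusted p at 1 d from 1 to 0.192. Other alternatives stayed within 1.5 times. The gene list tests and the named genes were not run under any setting, as the rows carry no identifier; batch as a covariate was not run, as no batch was given, and neither another pseudocount nor a count model was run, as the values are on the log2 scale. Reads per gene were not analysed here, so depth limits are known only as the spread between libraries, which was widest for low genes.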

Other observations

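Across the 36 pairs of libraries, the highest correlation across genes was between groups. Naive replicate 2 and 1 d replicate 1 had r = 0.984, while naive replicates correlated with each other at 0.956 to 0.969 and 1 d replicates at 0.955 to 0.970. The 3 next highest pairs, at 0.978, 0.978 and 0.971, also joined a naive and a 1 d library.

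The residual SD between libraries of a group fell with expression, from 1.15 log2 in the lowest decile of genes to 0.13 in the highest. The lowest value in a library was -12.3 ± 0.109 (SD, n = 3) in naive, -13.6 ± 1.87 in 1 d and -17.9 ± 1.07 in 5 d libraries, so the low end of the deposited scale reached further down at 5 d. The share of genes below 0 was 15.9% ± 1.20, 15.6% ± 0.175 and 14.8% ± 0.340.

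Replicate 1 had the lowest share of coding bases in all 3 groups, at 39.1%, 37.9% and 36.0%. The chance that some replicate number is lowest in all 3 groups is 0.111 by exact counting.

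Among genes called higher at 5 d against 2 naive libraries, 71.8% were also higher at 1 d than the naive library left out, from 63.4% to 77.6% over the 3 choices. Among genes called lower, 67.9% were also lower at 1 d, from 61.8% to 71.9%. The shares are across genes, which are not independent, and no test was made of them.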
